A study of Escherichia coli with 15 samples. Its data were reported in "Interplay between bacterial 5′-NAD-RNA decapping hydrolase NudC and DEAD-box RNA helicase CsdA in stress responses" (2023).

How the data were processed

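NAD captureSeq libraries of E. coli BW25113 (wt) and its nudC and csdA knockouts were analysed from the values the authors deposited per transcript. As the study describes, total RNA was fragmented before the ADPRC reaction, libraries carried unique molecular identifiers and were sequenced in pairs, reads were trimmed with SeqPurge and cutadapt and mapped to the BW25113 genome with hisat2, duplicates were collapsed by identifier with UMI-tools, and transcripts were quantified with StringTie on the NCBI annotation. The tables also list sRNAs named by their coordinates. The submitters' processing notes name HISAT2 2.2.0 and FastQC 0.11.9. The authors tested enrichment with DESeq2, which was not used here since no read counts were at hand. The strand setting of StringTie is not given in the sources used here, so genes that overlap on opposite strands, and overlapping or near-identical genes, are treated as uncertain. Because fragments were selected by their 5′ modification, coverage within a captured RNA need not be even along the gene.

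The deposited signal is the coverage of each of 4624 transcripts, the mean number of reads over each base, without normalization, in 15 libraries. The authors' tables also give FPKM, which in each library is the coverage multiplied by 1 constant and so carries no further information. No replicates were pooled. Coverage was multiplied by transcript length and divided by 50 bases to give read equivalents, an approximate number of reads, so no counting error or interval can be given. Most gene models (98.7%) have a length that is a multiple of 3 and are thus coding lengths without untranslated regions. Names came from the tables for 4034 transcripts. A table of MG1655 genes was used to name 88 coordinate-named sRNAs by length and neighbouring genes, and 502 transcripts kept the transcript name. Symbols given to more than 1 transcript (51 of them) were kept out of gene lists. The helicase CsdA is deaD in these tables, and the unrelated gene with the symbol csdA was left out of the lists.

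Groups were taken from the labels: 3 strains with and without ADPRC, 6 groups in all, of 3 libraries with and 2 without the enzyme per strain. The labels do not say that replicates came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. No batch is labelled. Libraries were scaled by the median of ratios to the geometric mean over the 3422 transcripts above 0 in every library, and tested as log2(read equivalents + 1) with limma 3.58.1 (limma-trend, empirical Bayes, R 4.3.3) in a single fit of the 6 groups. The fit had 9 residual and 10.4 prior degrees of freedom. Fold changes on this scale understate the change of weak genes. The 3635 transcripts with a mean of at least 5 read equivalents were tested, with Benjamini-Hochberg adjustment over all of them, and all adjusted p-values of single genes come from limma, two-sided. The design foresaw counts or coverage, and the coverage branch applied.

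An RNA passed as 5′-NAD-RNA with a log2 change of at least 1, an adjusted p under 0.05 and a mean of at least 10 read equivalents in the strain, and a log2 change of at least 2 in at least 1 strain. A difference of enrichment, the +ADPRC minus −ADPRC change of a strain less that of another, passed at an adjusted p under 0.05. Levels between strains within a kind of library passed at an adjusted p under 0.05 and at least 2-fold. These are 10 contrasts. To see how many RNAs fall between sets by noise independent for each gene and library, 50 data sets were simulated. In these each gene had the same enrichment in all strains.

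For 13 gene lists (Hfq-binding sRNAs, type I antitoxin RNAs, other stable RNAs, leader peptides, NAD metabolism, RNA turnover, cold shock, flagella and chemotaxis, ribosomal proteins, heat shock chaperones, RpoS and acid stress, chaperone-usher fimbriae, cryptic prophages), members were counted as passing over all genes tested and adjusted over the list alone. Each list was compared with the other genes by camera with a preset correlation of 0.01, adjusted over the lists of a contrast, with the estimated correlation beside it. Of 130 list tests 38 passed with the preset correlation and 16 of these with the estimated one, and fry, which asks whether members move to one side on balance, passed 59. The list members, the test, its thresholds, the rule for naming genes and the alternatives to each choice, except those said to be added, were fixed before the data were examined. The study had described flagellar and chemotaxis genes in the nudC strain, so that this list is not independent of it.

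Genes were named by a rule: both deleted genes, the sRNAs dsrA, chiX, gcvB and motR, in each enrichment the 10 largest changes and the 10 highest levels among passing RNAs whose +ADPRC libraries all lay above the −ADPRC libraries, in each other contrast the 10 smallest p per direction, and up to 4 members per list. Not all of these are printed. Genes listed at 0 in the −ADPRC libraries of a strain (1 passing RNA in wt, 7 in nudC KO and 3 in csdA KO) are given no fold change. The test was checked on simulated data of 3602 genes with the real means: of 67 genes changed 4-fold, 41.8% passed as enriched in nudC KO and 98.5% as different in enrichment from wt, and of 66 changed 8-fold all passed in both, while none of 67 changed 2-fold passed as enriched, since the criterion asks for a log2 change of 2. The simulation used the median spread and is therefore optimistic.

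Alternatives were the library total, the upper quartile and, added after seeing the data, the library total without rRNA and tRNA as scaling, pseudocounts of 0.25 and 4, no filter and a mean of 20 read equivalents, limma-voom, fits of only the strains compared, replicate blocks, the criterion without the log2 change of 2, and leaving out each library. Calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures matplotlib 3.10.9.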

Results

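NAD captureSeq was used to find which RNAs of Escherichia coli carry nicotinamide adenine dinucleotide at their 5′ end (5′-NAD-RNAs). In this assay ADP-ribosylcyclase (ADPRC) replaces the nicotinamide of the cap with an alkyne, which is then coupled to biotin, so that the modified RNA can be captured on streptavidin and sequenced. Libraries made with the enzyme (+ADPRC) hold captured 5′-NAD-RNA together with RNA that binds without it, and libraries made without the enzyme (−ADPRC) hold that background alone. The strains were BW25113, a K-12 laboratory strain (wt), and its derivatives lacking nudC, which encodes the Nudix hydrolase that removes NAD caps, or csdA, which encodes a cold shock DEAD-box RNA helicase. Bacteria were grown in LB at 24°C to exponential phase. Each strain had 3 +ADPRC and 2 −ADPRC libraries, 15 in all.

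Per library, the listed transcripts held 498 to 853 Mb of sequence, or 9.97 to 17.1 M read equivalents of 50 bases. Ribosomal RNA took 41.6% to 55.7% of this and transfer RNA 39.2% to 53.1%. The csdA KO libraries stood apart, with 41.6% to 46.2% ribosomal and 50.8% to 53.1% transfer RNA. These shares were 48.6% to 54.6% and 39.2% to 46.4% in wt, and 49.0% to 55.7% and 39.6% to 45.8% in nudC KO. The rest came to 0.592 to 1.17 M read equivalents in the +ADPRC libraries and 0.368 to 0.525 M in the −ADPRC libraries, where between 2971 and 3251 of the 4624 transcripts reached 5 read equivalents, against 3537 to 3975 in the +ADPRC libraries. Libraries of the same group correlated at r = 0.961 to 0.987 across genes (12 pairs), and +ADPRC against −ADPRC libraries of the same strain at 0.879 to 0.921 (18 pairs). Genes within a library are not independent, so these values only describe the libraries. The first principal component held 57.8% of the variance and the second 14.6%.

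The deleted genes were low in the strains named for them. For nudC (BW25113_RS20735, positions 4186831 to 4187604, + strand), the level was 32.7 ± 3.78 scaled read equivalents in wt (SD, n = 5, both kinds of library), 28.7 ± 6.04 in csdA KO and 2.81 ± 1.24 in nudC KO, where the libraries ranged from 1.53 to 4.58. The helicase CsdA carries the symbol deaD in the annotation used (BW25113_RS16395, positions 3299330 to 3301219, − strand), and its level was 117 ± 32.0 in wt, 99.95 ± 26.9 in nudC KO and 1.72 ± 1.97 in csdA KO. The symbol csdA of the annotation belongs to another gene, a cysteine desulfurase (BW25113_RS14615), with means of 107 (25.5 to 178 over the libraries) in wt, 112 in nudC KO and 148 in csdA KO. With ADPRC, nudC fell by 3.47 ± 0.31 on the log2 scale in nudC KO (adjusted p = 8.9e-08) and deaD fell by 5.48 ± 0.47 in csdA KO (adjusted p = 2.0e-08). From here on, levels are means of scaled read equivalents ± SD and log2 changes are given ± SE.

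The first comparison, +ADPRC against −ADPRC in each strain, asked which RNAs are captured through the enzyme. Among small RNAs (sRNAs), dsrA, a regulator of the translation of the stress sigma factor RpoS (positions 2018704 to 2018794, − strand), stood at 45608 ± 6622 in the wt +ADPRC libraries (n = 3) and 814 ± 23.4 in the −ADPRC libraries (n = 2). This is a log2 change of 5.80 ± 0.12 (adjusted p = 6.1e-18), and the change was 6.12 ± 0.12 in nudC KO and 5.95 ± 0.12 in csdA KO. For gcvB, a regulator of amino acid and peptide transport (positions 2936055 to 2936260, + strand), the changes were 2.75 ± 0.11, 2.89 ± 0.11 and 2.73 ± 0.11 in wt, nudC KO and csdA KO. The chitoporin regulator chiX (positions 502660 to 502743, + strand) changed by 2.61 ± 0.13, 3.04 ± 0.13 and 2.80 ± 0.13. Enrichment of motR, which lies within the 3′ end of flhC on the same strand (positions 1971465 to 1971559, − strand), was 1.21 ± 0.29, 1.65 ± 0.29 and 2.02 ± 0.29. The motR call is fragile: in wt it was 0.92 without wt +ADPRC replicate 1, and without csdA KO +ADPRC replicate 2 (1.959 in csdA KO) or csdA KO −ADPRC replicate 1 (1.53) no strain reached the log2 value of 2 that the criterion asks for, nor did any under upper quartile scaling or with a pseudocount of 4 (1.97 in csdA KO in each).

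**Figure D1:**
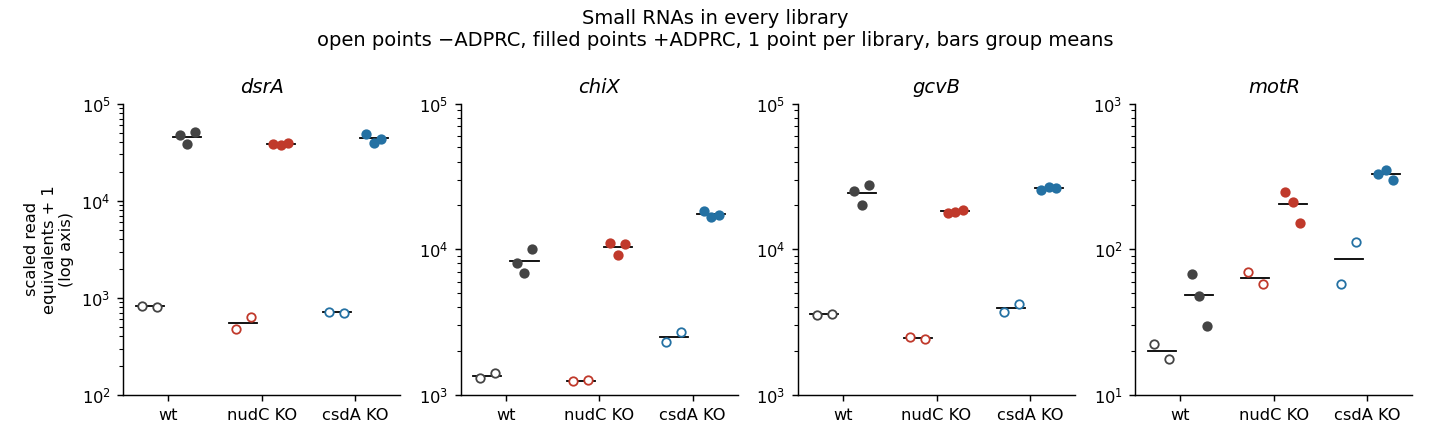
Scaled read equivalents (log axis) of dsrA, chiX, gcvB and motR in each of the 15 libraries, with −ADPRC libraries as open and +ADPRC libraries as filled symbols and bars at the group means. Every +ADPRC library lies above the −ADPRC libraries of its strain, and wt dsrA means are 45608 and 814.

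Some of the other enriched sRNAs are antisense to toxin messages. Enrichment of sibD was 5.16 ± 0.15 in wt, 5.57 ± 0.15 in nudC KO and 5.40 ± 0.15 in csdA KO, and that of sibE 4.88 ± 0.13, 5.27 ± 0.13 and 5.04 ± 0.13. The values of sibC were 4.11 ± 0.12, 4.36 ± 0.12 and 4.49 ± 0.12, and those of symR 2.83 ± 0.12, 3.35 ± 0.12 and 3.15 ± 0.12. These RNAs overlap genes on the other strand and the sib genes are near-identical copies, so their levels are uncertain. In wt, oxyS, an sRNA induced by hydrogen peroxide, had a log2 enrichment of 5.17 ± 0.29 and gadY, an acid resistance sRNA, 1.94 ± 0.13. Among messages, pheT, which encodes a subunit of phenylalanyl-tRNA synthetase, rose from 743 ± 45.4 to 22167 ± 5108 in wt, with log2 changes of 4.87 ± 0.14, 5.07 ± 0.14 and 5.58 ± 0.14 in wt, nudC KO and csdA KO. The 23S rRNA methyltransferase gene rlmI changed by 4.92 ± 0.19 in wt and 5.32 ± 0.19 in csdA KO. The fatty acid carrier gene acpP changed by 1.11 ± 0.11, 2.90 ± 0.11 and 1.95 ± 0.11.

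In all, 375 RNAs passed in wt, 429 in nudC KO and 437 in csdA KO. Their median log2 enrichments were 2.35, 2.64 and 2.64. The union of the 3 sets held 483 RNAs, of which 460 were genes (95.2%) and 23 sRNAs (4.76%). By contrast, 28, 49 and 159 RNAs were at least 2-fold lower with ADPRC in wt, nudC KO and csdA KO (limma adjusted p under 0.05). The scaling between libraries matters for these counts: scaled to the library total, the median of all genes moved up by 0.54 in wt, 0.66 in nudC KO and 0.73 in csdA KO, and 652, 774 and 714 RNAs passed.

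**Figure D2:**
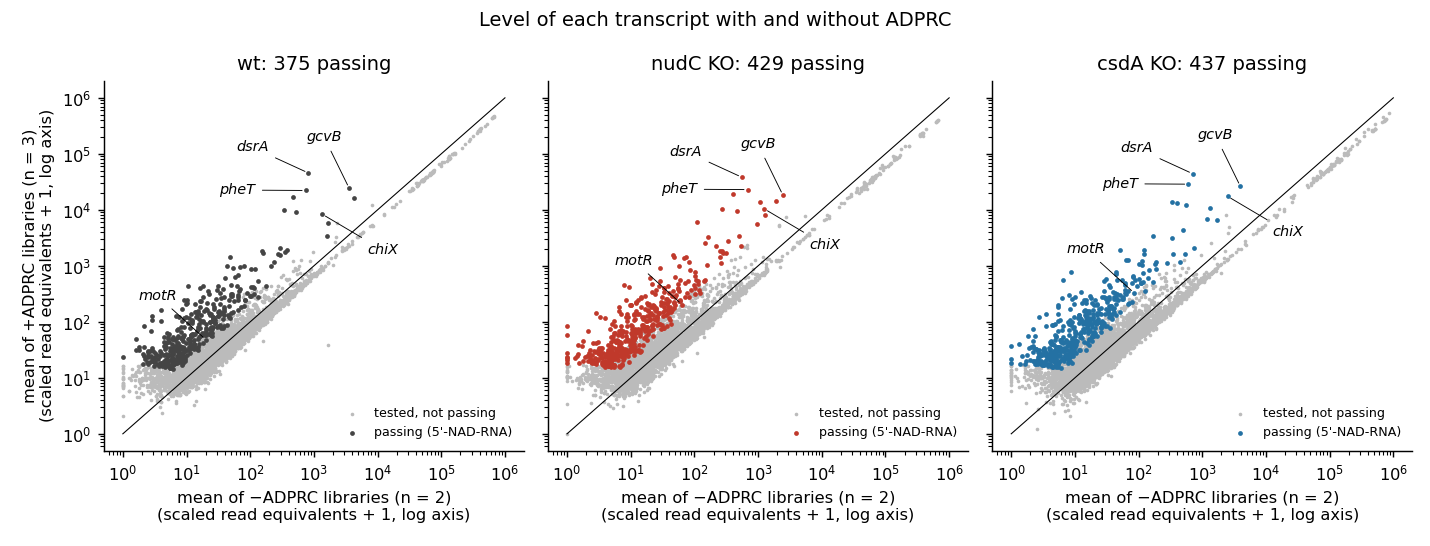
Mean +ADPRC level against mean −ADPRC level of each gene tested (scaled read equivalents, log axes), 1 panel per strain, with passing RNAs in colour. The passing RNAs, 375 in wt, 429 in nudC KO and 437 in csdA KO, lie above the diagonal, with dsrA and pheT among the most abundant.

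Genes of chaperone-usher fimbriae, surface fibres that are mostly silent under laboratory growth, were enriched as a group. Of 21 measured members, 11 rose in wt, 12 in nudC KO and 12 in csdA KO, with medians over the list of 2.64, 3.29 and 2.71 (camera adjusted p = 6.7e-09, 6.2e-08 and 1.5e-08, and 0.011, 0.016 and 0.013 with an estimated correlation). Over the 43 listed members above 0 without the filter on low values, the median of the mean enrichment of the 3 strains was 1.53. Members included yfcU, an usher gene (4.61 ± 0.16, 4.49 ± 0.16 and 4.22 ± 0.16), yfcO (3.63 ± 0.18, 4.99 ± 0.18 and 3.62 ± 0.18) and ecpD (3.10 ± 0.33 in wt and 3.66 ± 0.33 in csdA KO). Genes of cryptic prophages, remnants of phage genomes in the chromosome, rose in 10, 11 and 12 of 19 measured members, with medians of 2.01, 2.01 and 2.12 (adjusted p = 8.6e-06, 1.4e-05 and 4.0e-05, and 0.0076, 0.0088 and 0.012 with an estimated correlation). Without the filter their median over 27 members was 1.56. Their repressor genes racR (2.63 ± 0.16 in wt) and dicA (3.29 ± 0.23 in wt) were among them. For every list and strain, the count of enriched members adjusted over the list alone was the same as over all genes tested.

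Ribosomal protein genes lay on the other side. Of 54 measured members, limma called 0 enriched in each strain (also 0 at least 2-fold higher at an unadjusted p under 0.05), and the list medians were −0.56 in wt, −0.63 in nudC KO and −0.87 in csdA KO (camera adjusted p = 8.1e-15, 7.5e-16 and 9.7e-18, and 0.040, 0.033 and 0.024 with an estimated correlation). Scaled to the library total the medians were −0.01, 0.05 and −0.11, a change of sign in nudC KO, and the list stayed below the other genes of that scaling. The most abundant members were rpsA (−0.58 ± 0.09 in wt) and rplN (−0.43 ± 0.12). Heat shock chaperone genes had 0 enriched of 19 by limma in each strain (1 at least 2-fold higher at an unadjusted p under 0.05) and medians of −0.44, −0.43 and −0.46. Their camera adjusted p of 0.012 in wt, 0.056 in nudC KO and 0.023 in csdA KO became 0.21, 0.36 and 0.26 with an estimated correlation. The abundant chaperone gene groL stood at −0.57 ± 0.11 in wt. The 5 other stable RNAs, among them 6S RNA (ssrS, −0.68 ± 0.12 in wt) and tmRNA (ssrA, −0.46 ± 0.09), had 0 enriched by limma (0 at least 2-fold higher at an unadjusted p under 0.05) and medians of −0.55, −0.63 and −0.72 (adjusted p = 0.031, 0.032 and 0.0076, and 0.35, 0.36 and 0.26 with an estimated correlation).

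Several groups held enriched and unenriched members side by side. Of 29 measured Hfq-binding sRNAs, which pair with target messages, 9 rose in each strain. Their medians were −0.06, 0.08 and 0.02 and their means 0.77, 0.87 and 0.76, so that in wt the median and the mean differed in sign, and the upward list test did not pass (adjusted p = 0.12, 0.15 and 0.14). Of 14 type I antitoxin RNAs 4 rose in each strain, with medians of −0.18, −0.32 and −0.33 against means of 0.88, 0.99 and 0.89 (upward test, adjusted p = 0.41, 0.41 and 0.40). Among 12 leader peptide genes, short reading frames ahead of biosynthetic operons, 3, 4 and 4 rose, including hisL (2.74 ± 0.29 in wt and 3.75 ± 0.29 in nudC KO), and pyrL (2.17 ± 0.26 in wt and 3.00 ± 0.26 in csdA KO). The medians were 0.60, 0.96 and 0.68 (adjusted p = 0.18, 0.032 and 0.14, and 0.14 in nudC KO with an estimated correlation).

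Of 19 NAD metabolism genes 2, 3 and 4 rose, among them nadR, the repressor of NAD synthesis (2.37 ± 0.19, 2.01 ± 0.19 and 2.42 ± 0.19), and the Nudix gene nudL (2.22 ± 0.27, 3.09 ± 0.27 and 2.76 ± 0.27). The medians of that list were 0.08, −0.05 and 0.16 and the means 0.16, 0.32 and 0.36, with a downward test in wt and upward tests in the knockouts (adjusted p = 0.91, 0.89 and 0.82). Of 23 RNA turnover genes 1, 2 and 1 rose, including rraB, an inhibitor of RNase E, at 2.81 ± 0.13 in nudC KO (list medians 0.09, 0.13 and 0.15, adjusted p = 0.91, 0.89 and 1.00). Of 19 cold shock genes 3, 3 and 4 rose, with the ribosome maturation gene rbfA at 2.35 ± 0.26 in wt, 1.65 ± 0.26 in nudC KO and 1.62 ± 0.26 in csdA KO. The cold shock medians of −0.10, −0.14 and −0.50 and means of 0.36, 0.31 and 0.15 differed in sign (downward test, adjusted p = 0.75, 0.49 and 0.22). Of 32 flagellar and chemotaxis genes 3, 2 and 2 rose, fliZ at 2.65 ± 0.41 in wt and 3.33 ± 0.41 in csdA KO among them. In wt fliZ was at 1.51 without wt −ADPRC replicate 3 and 3.78 without wt −ADPRC replicate 2. Their medians were 0.19, −0.14 and −0.50 and their means 0.41, 0.16 and −0.20 (upward test in wt and downward in both knockouts, adjusted p = 0.51, 0.43 and 0.22). Of 28 RpoS and acid stress genes 1, 4 and 4 rose, with medians of −0.43, −0.34 and −0.20 and means of −0.12, 0.17 and 0.23 (downward tests, adjusted p = 0.015, 0.23 and 0.44, and 0.35 in wt with an estimated correlation). Scaled to the library total, the RpoS and acid stress medians were 0.12, 0.34 and 0.52 and the flagellar medians in nudC KO and csdA KO 0.53 and 0.25, so the signs of these depend on the scaling.

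The 3 sets were then compared. Of the 483 RNAs, 346 (71.6%) passed in every strain, dsrA, gcvB, chiX and pheT among them, 10 passed in wt and in neither knockout, and 28 in nudC KO and in neither of the other strains. In nudC KO and not in wt, 75 RNAs passed (15.5%), for example osmE, and 80 passed in csdA KO and not in wt. Under simulations in which every gene had 1 enrichment common to all strains, means of 46.5 (31 to 59 over 50 simulations) and 45.4 (34 to 60) appeared in these classes. The 75 RNAs had median log2 enrichments of 0.95 in wt and 2.38 in nudC KO, 24 of them met a log2 change of 1 and the adjusted p in wt as well, and 17 differed between the strains by the test of the difference itself. Of the 80 RNAs, 5 differed by that test. There were 47 RNAs that passed in both knockouts and not in wt, against 22.3 (12 to 31) in the simulations and 1.84 for independent lists. The simulated data share the wt libraries between both comparisons as the real data do, and the independent lists do not. The simulations lack variation of capture common to the genes of a library. In the real data the median log2 level of the 346 RNAs over −ADPRC was 2.14 in wt +ADPRC replicate 2. It was 2.54 and 2.47 in replicates 1 and 3. The simulated ranges may therefore be too narrow. In csdA KO alone 33 passed, against 23.1 (13 to 33) simulated, a count that was 15 without csdA KO +ADPRC replicate 2, 54 without csdA KO −ADPRC replicate 1 and 50 without csdA KO −ADPRC replicate 2.

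The difference of enrichment between nudC KO and wt asked which RNAs were captured more strongly when the decapping enzyme was missing. The study regards the method as non-quantitative and its enrichment values as possibly unreliable for comparing modification between strains. The differences given here are therefore differences of capture between these libraries, not measured changes of modification. The osmotically inducible lipoprotein gene osmE (BW25113_RS09095, positions 1816175 to 1816513) went from 1736 ± 21.7 in the wt +ADPRC libraries to 13702 ± 2196 in those of nudC KO (n = 3 each), while its −ADPRC means were 979 and 1077, a difference of log2 enrichment of 2.83 ± 0.18 (adjusted p = 4.0e-09). The regulatory gene rraB rose by 2.32 ± 0.19 (360 to 1874 in +ADPRC, adjusted p = 1.1e-07), the nitrogen regulator PII gene glnB by 3.00 ± 0.24 (74.3 to 548, adjusted p = 1.1e-07) and acpP by 1.80 ± 0.15 (3467 to 14271, adjusted p = 1.3e-07). Others were ppa (inorganic pyrophosphatase) at 1.83 ± 0.15 and tpiA (triose-phosphate isomerase) at 1.56 ± 0.15. The bacterioferritin gene bfr rose by 1.92 ± 0.20, the biofilm gene tabA by 2.06 ± 0.18 and ynhF, a small membrane protein gene, by 3.16 ± 0.27. The sRNA aspX, which overlaps the 3′ end of aspA on the same strand and is therefore uncertain, rose by 2.72 ± 0.21. For each of these genes all 3 nudC KO +ADPRC libraries lay above all 3 wt +ADPRC libraries.

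In this test 82 RNAs passed, 75 higher in nudC KO and 7 lower, with 80 and 2 when scaled to the library total and 57 and 10 with that total without rRNA and tRNA. Of the 75, 35 passed as enriched in nudC KO and 40 were enriched in no strain by the criterion. The lower ones included rlmD, a 23S rRNA methyltransferase gene, at −1.21 ± 0.23 (adjusted p = 0.0039). Of the RpoS and acid stress list 4 members rose, osmE, osmB (2.202 ± 0.37), wrbA (1.15 ± 0.21) and slp (1.22 ± 0.25, and 1.08 and not passing without nudC KO −ADPRC replicate 2), and 5 did so adjusted over the list alone. Levels of slp were lower in nudC KO in both kinds of library (−0.93 in +ADPRC and −2.15 in −ADPRC), so its difference comes from the deeper fall in −ADPRC. The median of that list was −0.05 and its mean 0.29 (upward test, adjusted p = 0.11). Of the RNA turnover list rraB and csrA, the carbon storage regulator gene (1.65 ± 0.17), rose, 2 of 23 by either adjustment. Downward calls of the flagellar list (median −0.52, camera adjusted p = 0.014) and the ribosomal protein list (median −0.08, and 0.05 scaled to the library total, adjusted p = 0.017) and an upward call of the leader peptide list (median 0.57, adjusted p = 0.014) were lost with an estimated correlation (adjusted p = 0.57, 0.58 and 0.24). The sRNAs measured individually by the study did not pass, with differences of 0.44 ± 0.18 for chiX, 0.32 ± 0.17 for dsrA, 0.14 ± 0.15 for gcvB and 0.45 ± 0.41 for motR (adjusted p = 0.32, 0.54, 0.80 and 0.77). The study's blots of chiX, dsrA and gcvB gave the modified fraction in stationary phase. In nudC KO this fraction was reduced for chiX and raised for dsrA and gcvB. In csdA KO it was reduced for dsrA and less so for chiX, and near wt for gcvB. The study's motR blot gave the amount only. These libraries are of exponential phase, so the values differ in measure and growth phase. The 346 RNAs enriched in every strain had a median difference of 0.32, with 250 of them above 0 (72.3%).

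**Figure D3:**
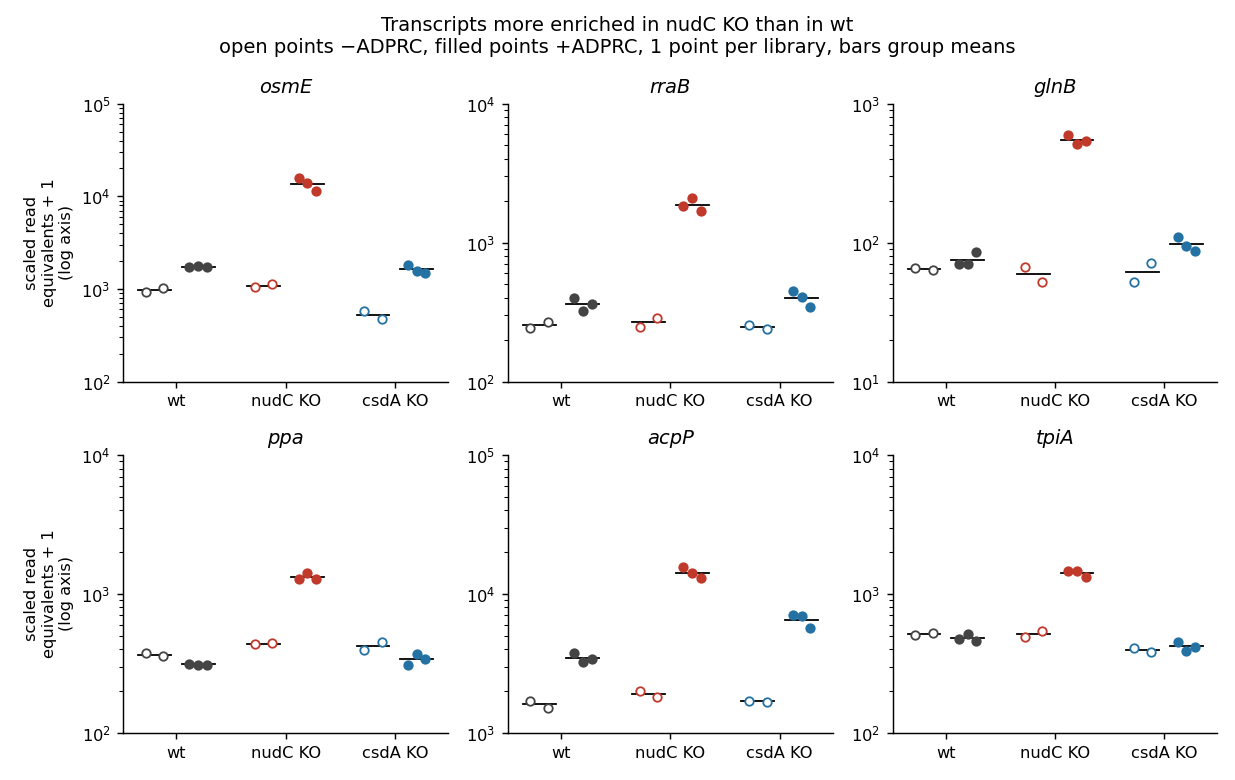
Scaled read equivalents (log axis) of osmE, rraB, glnB, ppa, acpP and tpiA in each library, −ADPRC open and +ADPRC filled, with bars at the group means. The nudC KO +ADPRC libraries stand apart, for osmE at a mean of 13702 against 1736 in wt +ADPRC.

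The same test for csdA KO against wt found fewer RNAs. The glycogen debranching gene glgX rose by 1.37 ± 0.18 (adjusted p = 0.0011), from 441 ± 55.0 to 745 ± 60.5 in the +ADPRC libraries and with −ADPRC means of 178 in wt and 116 in csdA KO. The periplasmic chaperone gene spy rose by 1.74 ± 0.25 and the fatty acid regulator gene fabR by 1.26 ± 0.23. The membrane lipid gene cfa rose by 1.07 ± 0.17, bcsE, a cellulose synthesis gene, by 1.20 ± 0.21 and acpP by 0.84 ± 0.15. The sRNA ryeA, which overlaps sdsR on the other strand and is uncertain for that reason, rose by 1.20 ± 0.17 (adjusted p = 0.0011). Lower in csdA KO were uraA, the uracil permease gene, at −1.72 ± 0.25 (adjusted p = 0.0011) and pdhR, the pyruvate dehydrogenase repressor gene, at −1.73 ± 0.26 (adjusted p = 0.0017). The +ADPRC mean of uraA was 210.5 in wt and 256 in csdA KO, and its −ADPRC mean 12.5 and 53.0.

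In total 42 RNAs passed, 34 higher in csdA KO and 8 lower, and 37 and 2 when scaled to the library total. The count was 14 without csdA KO +ADPRC replicate 1, 24 without its replicate 2 and 25 without its replicate 3, 19 without wt +ADPRC replicate 2, 25 without wt +ADPRC replicate 3 and 66 without csdA KO −ADPRC replicate 1. Of the RpoS and acid stress list 3 members rose (6 adjusted over the list alone), hdeD, an acid resistance membrane protein gene, at 3.13 ± 0.49, gadC at 1.63 ± 0.32 and osmE at 0.80 ± 0.18. Both hdeD and gadC fell in csdA KO in +ADPRC (by 3.37 and 4.32) and more so in −ADPRC (by 6.50 and 5.95), so their differences come from the deeper fall in the −ADPRC libraries. With limma-voom hdeD and gadC did not pass (adjusted p = 0.11 and 0.12), hdeD was at 4.02 without csdA KO −ADPRC replicate 1 and 2.24 without its replicate 2, gadC did not pass without csdA KO +ADPRC replicate 1 (1.49) or csdA KO −ADPRC replicate 2 (1.44), and osmE lost its call without any of 6 of the 15 libraries (range 0.62 to 0.93 over the 15). That list's camera adjusted p of 0.033 was 0.38 with an estimated correlation, and the downward calls of the flagellar (median −0.72, adjusted p = 0.0016), ribosomal protein (−0.34, 1.7e-08), cold shock (−0.35, 0.033) and other stable RNA lists (−0.27, 0.033) were lost as well (adjusted p = 0.38, 0.23, 0.23 and 0.38 with an estimated correlation). For chiX, dsrA, gcvB and motR the differences were 0.20 ± 0.18, 0.16 ± 0.17, −0.02 ± 0.15 and 0.81 ± 0.41 (adjusted p = 0.62, 0.69, 0.97 and 0.35). Over the 346 RNAs the median difference was 0.38, with 238 above 0 (68.8%).

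Between the knockouts, the genes that stood out in nudC KO led the differences of enrichment. This contrast uses the same nudC KO libraries that singled these genes out against wt, so it is not independent of that result. The values of csdA KO relative to nudC KO were −3.15 ± 0.21 for aspX (adjusted p = 1.3e-08), −2.81 ± 0.27 for ynhF, −2.56 ± 0.24 for glnB, −2.14 ± 0.19 for rraB, −2.03 ± 0.18 for osmE (adjusted p = 3.3e-07), −1.91 ± 0.15 for ppa and −1.38 ± 0.15 for tpiA. The value of uraA was −2.001 ± 0.25. Higher in csdA KO were glmZ, an sRNA of amino sugar synthesis (0.92 ± 0.17, adjusted p = 0.0031), and ypjA, an autotransporter gene (1.59 ± 0.30). In this comparison 80 RNAs passed, 14 higher and 66 lower in csdA KO, with 25 and 46 under upper quartile scaling and 31 and 46 under the library total without rRNA and tRNA. Of the RpoS and acid stress list 2 rose and 3 fell (4 and 4 adjusted over the list alone). A downward call of the ribosomal protein list (median −0.21, and 0.01 under the total without rRNA and tRNA, adjusted p = 0.0045) was lost with an estimated correlation (adjusted p = 0.78). The median over the 346 RNAs was 0.01.

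Levels were also compared between strains within each kind of library. In the −ADPRC libraries, which hold RNA bound without the enzyme, genes of flagella and chemotaxis were higher in nudC KO than in wt and acid resistance genes lower. The flagellin gene fliC (BW25113_RS10065) rose from 215 ± 54.8 to 944 ± 124 (n = 2 each), a log2 change of 2.15 ± 0.23 (adjusted p = 3.8e-06), the chemotaxis kinase gene cheA rose by 2.17 ± 0.24 and the receptor gene tar by 2.12 ± 0.26. Of 32 measured flagellar and chemotaxis genes 17 rose (19 adjusted over the list alone), with a median of 1.52 (camera adjusted p = 3.0e-20, and 0.011 with an estimated correlation). The flagellar sRNA motR changed by 1.68 ± 0.32. Of 28 RpoS and acid stress genes 12 fell (12 adjusted over the list alone), with a median of −0.48 (adjusted p = 4.5e-20, and 0.011 with an estimated correlation). The periplasmic acid chaperone gene hdeA fell by 2.31 ± 0.20 on the log2 scale (3259 to 673), the glutamate decarboxylase genes gadA and gadB, near-identical copies, both fell by 2.76 (SE 0.25 and 0.26) and the sRNA gadY fell by 2.14 ± 0.14.

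Other genes changed along with them. The porin gene ompF rose by 1.63 ± 0.15 (437 to 1354), and hemE (BW25113_RS20740, positions 4187644 to 4188708), the gene directly downstream of nudC on the same strand, rose by 2.07 ± 0.19 (63.2 to 267). The study lists nudC knockouts with a kanamycin cassette at nudC or with it removed, and an effect on hemE was not tested. In this comparison 60 RNAs were higher and 61 lower, with 72 and 45 when scaled to the library total, and the higher count was 38 without nudC KO −ADPRC replicate 2. With ADPRC, 115 RNAs were higher and 26 lower in nudC KO, and 195 and 19 when scaled to the library total. The flagellar list rose there in 18 members (19 adjusted over the list alone), with a median of 1.23 (adjusted p = 2.7e-13, and 0.042 with an estimated correlation). The RpoS and acid stress list had 11 members lower and 2 higher (11 and 2 adjusted over the list alone), the latter with osmE at 2.97 ± 0.11, and a median of −0.61 (adjusted p = 3.9e-13, and 0.042 with an estimated correlation). The +ADPRC level of motR rose from 47.3 ± 18.7 to 203 ± 48.8, by 2.12 ± 0.26 (adjusted p = 6.7e-06). The changes of chiX, dsrA and gcvB were 0.33 ± 0.11, −0.25 ± 0.11 and −0.40 ± 0.09, none of them 2-fold. Calls of the leader peptide list (median 0.37, adjusted p = 0.0096) and of the other stable RNAs (median −0.35, adjusted p = 0.012) were lost with an estimated correlation (adjusted p = 0.082 and 0.37). The changes of RNA level and of capture are mixed in these libraries.

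In csdA KO both groups changed in the same directions. In the −ADPRC libraries 22 of 32 flagellar and chemotaxis genes rose relative to wt (24 adjusted over the list alone), with a median of 1.72 (adjusted p = 8.0e-13, and 0.050 with an estimated correlation), fliC by 2.22 ± 0.23. With ADPRC, 19 rose (19 adjusted over the list alone), with a median of 1.24 (adjusted p = 1.9e-09, lost with an estimated correlation, adjusted p = 0.11). Of the RpoS and acid stress genes 18 fell in −ADPRC and 14 in +ADPRC (18 and 14 adjusted over the list alone), with medians of −1.50 and −1.32 (adjusted p = 1.0e-26 and 2.8e-27, and 0.0039 and 0.0036 with an estimated correlation). In −ADPRC hdeA fell by 4.97 ± 0.20 (3259 to 103), gadA by 6.01 ± 0.25, gadC, the glutamate antiporter gene, by 5.95 ± 0.25 and gadY by 3.25 ± 0.14. Calls of the ribosomal protein list in −ADPRC (median 0.27, and −0.10 scaled to the library total, adjusted p = 0.0011) and of the heat shock list in +ADPRC (median −0.31, adjusted p = 0.012) were lost with an estimated correlation (adjusted p = 0.38 and 0.22). Both comparisons use the same wt libraries. The study reports slowed growth of csdA KO at low temperature, so growth and the deletion itself cannot be told apart in its comparisons with wt.

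**Figure D4:**
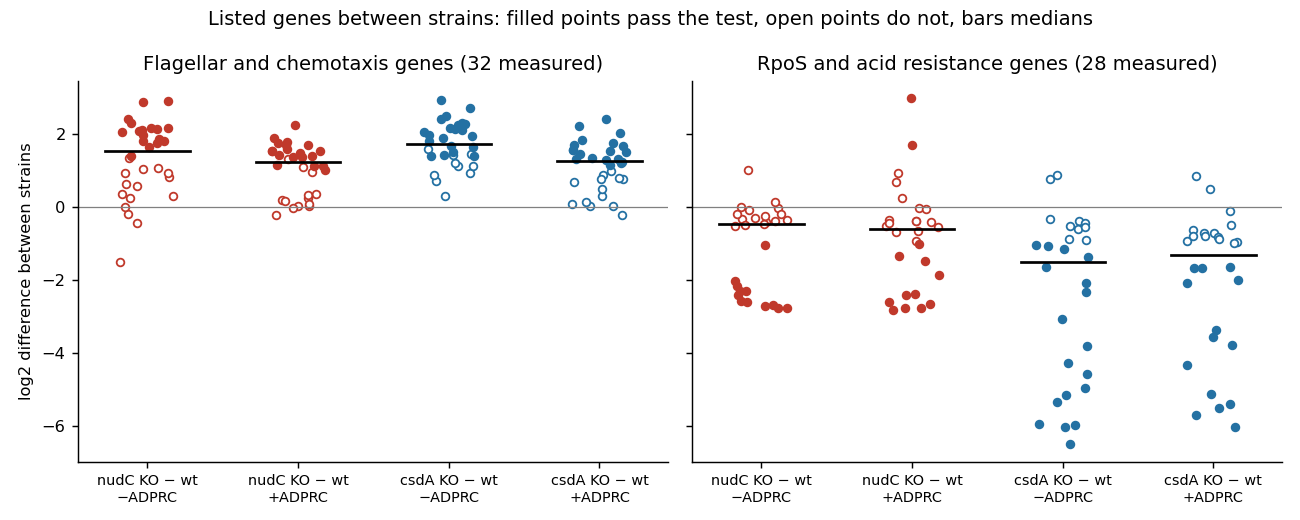
Log2 differences of the 32 flagellar and chemotaxis genes and the 28 RpoS and acid stress genes between each knockout and wt, in −ADPRC and in +ADPRC libraries, with passing members filled and bars at the list medians. The flagellar medians run from 1.23 to 1.72 and the RpoS and acid stress medians from −1.50 to −0.48.

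Single genes outside these lists also differed in csdA KO. In the −ADPRC libraries ompF rose from 437 ± 50.3 to 4797 ± 434, by 3.46 ± 0.15 (adjusted p = 6.7e-13), the maltose genes lamB, malE and malK by 3.65 ± 0.20, 4.10 ± 0.27 and 3.84 ± 0.27, the galactose-binding protein gene mglB by 2.30 ± 0.16 and the carbon starvation gene cstA by 1.93 ± 0.14. The porin gene ompC (BW25113_RS11560), which overlaps an annotated sRNA and is uncertain, was at −1.89 ± 0.09 in +ADPRC. Of 29 Hfq-binding sRNAs 10 rose and 6 fell in both kinds of library (10 and 6 adjusted over the list alone), and scaled to the library total 6 and 6 in +ADPRC and 7 and 6 in −ADPRC. Among those that rose were cyaR (2.78 ± 0.18 in −ADPRC), which represses outer membrane protein genes, mcaS (2.33 ± 0.17), a regulator of motility and biofilm, and motR (2.02 ± 0.32). Among those that fell, omrB, which represses outer membrane receptors, was at −3.29 ± 0.20. The upward call of the sRNA list in +ADPRC (median 0.51, adjusted p = 0.0094) was lost with an estimated correlation (adjusted p = 0.22). With ADPRC, chiX rose by 1.08 ± 0.11, and by 0.96 without wt +ADPRC replicate 2 and 0.91 scaled to the library total, both under 2-fold, and motR by 2.83 ± 0.26, whereas dsrA and gcvB stood at −0.04 ± 0.11 and 0.13 ± 0.09. In total 254 RNAs were higher and 217 lower in the −ADPRC libraries, and 170 and 144 in the +ADPRC libraries. Scaled to the library total these were 127 and 421, and 115 and 210, since the median of all genes moved by −0.36 and −0.16, and without rRNA and tRNA in that total the −ADPRC counts were 204 and 281.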

Values the study reported

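The study reports 293, 397 and 352 enriched RNAs in wt, nudC KO and csdA KO, 426 in total, with 95% mRNAs and 5% sRNAs and 64% detected in every strain. It gives 114 transcripts (27%) found in nudC KO and not in wt, and 19 RNAs seen only in csdA KO. In its principal component analysis the first component held 60% and the second 18% of the variation. By blot it gives MotR as 4.5 ± 0.5-fold higher in nudC KO and 4.3 ± 0.3-fold higher in csdA KO.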

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

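The RNAs listed here by strain differed in enrichment by a test of the difference itself, and the last paragraph is about levels within each kind of library. Of the tests below, those of the weaker library, of the background level, of the wt −ADPRC libraries of the genes left after taking the shift away and of the held-out libraries were chosen only after the result was seen.

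Between nudC KO and wt 82 RNAs passed, and the higher ones with the smallest p were osmE (2.83), aspX (2.72), rraB (2.32), glnB (3.00), ppa (1.83), acpP (1.80), ynhF (3.16), tabA (2.06), tpiA (1.56) and bfr (1.92). For the 75 higher genes, whose median difference is 1.44, weak enrichment in wt +ADPRC replicate 2 is argued against as the cause, since without it the median was 1.47 and 61 still passed. A lower background in nudC KO is argued against too, since the median change was 1.30 in the +ADPRC libraries and −0.11 in the −ADPRC libraries. Stronger capture of all enriched RNAs in nudC KO, a shift of 0.32 over the 346 RNAs enriched in every strain, is argued against as the whole cause, since 75 genes chosen in some libraries kept a median of 0.72 (0.35 to 1.03 over 36 splits) in the held-out libraries with the shift there taken away. The shift taken away from a gene was the larger of the median shift of the 346 RNAs and 0.10 per unit of its log2 enrichment in nudC KO. For the 75 genes in the full data it was at most 0.60, and the held-out libraries had their own values. As a part of the difference stronger capture stays open, since 37 of the 75 genes lost their call with the shift taken away. The median of 1.40 of the other 38 is above 0 by the way they were chosen, and an effect of the missing hydrolase was not tested. The study's mass spectrometry found more total 5′-NAD-RNA in nudC KO than in wt at low temperature, and no substantial effect of deleting csdA. The shift taken away may therefore hold a general rise of capping, which these libraries cannot tell from stronger capture. Over the same 346 RNAs the median shift in csdA KO against wt was 0.38. A shift of this size thus also appeared where the study saw no substantial effect on the total. Both shifts use the same wt libraries.

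The lower RNAs between nudC KO and wt were rlmD (−1.21), yfcA (−3.17), nuoB (−0.84), ampH (−1.49), yhfY (−2.48), accB (−1.15) and ilvY (−2.44), and the count of 7 was 2 when scaled to the library total and 10 with that total without rRNA and tRNA. Calls were lost on leaving out single libraries for nuoB (9 of 15 libraries, −0.95 to −0.74), ampH (7, −1.74 to −1.25), yhfY (11, −2.82 to −2.16), accB (9, −1.34 to −0.97) and ilvY (9, −3.03 to −1.87).

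Between csdA KO and wt 42 RNAs passed, the higher ones with the smallest p being glgX (1.37), ryeA (1.20), spy (1.74), hdeD (3.13), cfa (1.07), bcsE (1.20), acpP (0.84), mdtE (2.54), fabR (1.26) and ymdF (0.90, and 0.72 and not passing without csdA KO −ADPRC replicate 2). With limma-voom hdeD and mdtE did not pass (adjusted p = 0.11 and 0.12). Lower were uraA (−1.72), pdhR (−1.73), sRNR_652952_653005_+ (−0.92), cycA (−0.85), ydcO (−1.52), yncE (−0.85), yfcA (−2.74) and aroL (−1.28). Of these lower RNAs, calls were lost on leaving out single libraries for sRNR_652952_653005_+ (4 of 15, −0.99 to −0.82), cycA (6, −0.99 to −0.75), ydcO (7, −1.78 to −1.25), yncE (12, −1.09 to −0.65), yfcA (12, −3.57 to −1.95) and aroL (12, −1.47 to −1.08). The count of 42 was 14 without csdA KO +ADPRC replicate 1, 19 without wt +ADPRC replicate 2, 25 without wt +ADPRC replicate 3, 24 and 25 without csdA KO +ADPRC replicates 2 and 3 and 66 without csdA KO −ADPRC replicate 1.

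Between csdA KO and nudC KO 80 RNAs passed, the higher ones with the smallest p being glmZ (0.92), gadC (1.69), fucP (2.42), ypjA (1.59), bsmA (0.90), tynA (2.68), pgsA (2.03), ymdF (0.77), efp (0.89) and yfeO (1.61). Calls were lost for bsmA without nudC KO −ADPRC replicate 2 (0.79) or csdA KO −ADPRC replicate 2 (0.74), for pgsA without the same libraries (2.01 and 1.55), and for ymdF without these (0.68 and 0.61) or csdA KO +ADPRC replicate 1 (0.70). They were lost for efp without nudC KO +ADPRC replicate 3 (0.83), nudC KO −ADPRC replicate 1 (0.77), csdA KO +ADPRC replicate 2 (0.76) or csdA KO −ADPRC replicate 2 (0.77). For yfeO they were lost without nudC KO +ADPRC replicate 1 (1.55), nudC KO −ADPRC replicates 1 and 2 (1.56 and 1.69), csdA KO +ADPRC replicate 1 (1.51) or csdA KO −ADPRC replicate 2 (1.59). With limma-voom gadC, tynA, pgsA and yfeO did not pass (adjusted p = 0.071, 0.083, 0.053 and 0.056). The lower ones were aspX (−3.15), ppa (−1.91), osmE (−2.03), tabA (−2.07), rraB (−2.14), ynhF (−2.81), glnB (−2.56), tpiA (−1.38), ygaM (−1.40) and uraA (−2.001).

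The flagellar genes were higher and acid resistance genes lower in both knockouts. Unusual wt −ADPRC libraries are argued against as the cause, since the flagellar medians were 1.23 in nudC KO and 1.24 in csdA KO in the +ADPRC libraries, beside 1.52 and 1.72 in −ADPRC. The acid resistance medians in +ADPRC were −2.50 and −4.73. The labels do not say whether the 2 kinds of library share RNA, so unusual wt cultures or RNA are not argued against by this. Later growth of the wt cultures stays open: of 14 RpoS genes outside acid resistance, 13 in nudC KO and 14 in csdA KO were below 0 in −ADPRC (0 and 6 passing), with medians of −0.33 (95% interval −0.41 to −0.20) and −0.89 (−1.15 to −0.52), against −2.51 and −5.25 for 10 acid resistance genes. The study reports slowed growth of csdA KO and a normal growth rate of nudC KO at low temperature. For csdA KO, slower growth and the deletion itself cannot be told apart here. A bound on the change of the 14 RpoS genes relative to the acid resistance genes, set beforehand to argue against later growth, was met. It assumed that both kinds of gene change alike with growth, which was not measured. An effect of each deletion is open too in these libraries, which include no complemented strain. For nudC and flagella, the study reports further evidence. Its total RNA sequencing found flagellar and chemotaxis genes raised in nudC KO. Plasmid-borne nudC lowered MotR in wt, slowed swimming and restored low flagellar density in nudC KO. Inactive NudC had weaker effects on MotR and swimming. The study's text gives no such evidence for the acid resistance genes. For the +ADPRC counts of 141 RNAs for nudC KO and 314 for csdA KO, 1 of the 10 splits of the 6 libraries, the real one, gave as many in each case, the highest other split gave 0 RNAs by limma for nudC KO and 1 for csdA KO, and 10 splits are too few for a share under 0.05.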

How the results depend on the processing

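The tests below were planned before the results were seen, except the library total without rRNA and tRNA. Scaled to the library total, 652, 774 and 714 RNAs passed in wt, nudC KO and csdA KO, 811 in any strain, 616 in all 3 and 133 in nudC KO and not in wt, levels higher in nudC KO with ADPRC came to 195, and those higher and lower in csdA KO without ADPRC to 127 and 421. Here the scaling itself raises the median of all genes in each enrichment. With a pseudocount of 4, 42 RNAs passed in nudC KO and not in wt, 36 in csdA KO and not in wt, 25 in both and not in wt and 11 in csdA KO alone. With a filter at a mean of 20, which tests fewer genes, these were 30, 22, 20 and 2, with 310 in any strain. Without the condition of a log2 change of 2, the criterion passes more RNAs by construction, 714 in nudC KO, 700 in csdA KO and 904 in any strain, and the same classes held 237, 229, 111 and 118. With only the strains compared, csdA KO alone held 16. With limma-voom, 21 RNAs differed in enrichment between csdA KO and wt. With the estimated correlation 16 of 38 list calls passed. For these the cause was not tested unless given. No pairing by replicate number was seen (6 same-numbered pairs, r = −0.02 to 0.08). With 2 −ADPRC libraries per strain this can show little, and the labels do not say whether same-numbered libraries share RNA. With a replicate block (pairing by number) within strain, where between-strain contrasts rest on a reference replicate by construction, RNAs higher in nudC KO and csdA KO with ADPRC were 70 and 90, those higher and lower without ADPRC 11 and 20 for nudC KO and 153 and 97 for csdA KO, and nudC without ADPRC in nudC KO was at −2.99 (adjusted p = 0.066) and motR without ADPRC at 0.98 in nudC KO and 0.93 in csdA KO (adjusted p = 0.26 and 0.12). Over leaving out each library, the ranges were 14 (csdA KO +ADPRC replicate 1) to 66 (csdA KO −ADPRC replicate 1) for the difference between csdA KO and wt, 15 (csdA KO +ADPRC replicate 2) to 54 (csdA KO −ADPRC replicate 1) for csdA KO alone and 38 (nudC KO −ADPRC replicate 2) to 77 (wt −ADPRC replicate 2) for levels higher in nudC KO without ADPRC. The other counts stayed within 1.5 times, for example 61 to 99 for the difference between nudC KO and wt. A lone −ADPRC library was then assumed to vary like the other groups.

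Values near 0 that had not passed changed sign in some settings, and the cause was not tested. With the library total these were chiX without ADPRC in nudC KO (0.0249), dsrA with ADPRC in nudC KO (0.0164), and in csdA KO against wt gcvB enrichment (0.19), gcvB with ADPRC (−0.0425) and gcvB without ADPRC (−0.23). With the upper quartile they were dsrA (0.00498) and gcvB enrichment (0.00881) in csdA KO against nudC KO and gcvB enrichment in csdA KO against wt (0.0360). With the total without rRNA and tRNA they were the same 3 differences (0.0571, 0.0612 and 0.0634) and gcvB without ADPRC in csdA KO (−0.00322). With the block within strain they were gcvB enrichment in csdA KO against wt (0.0104) and gcvB without ADPRC (−0.00601), and with only the strains compared that enrichment (0.0297). Leaving out a library, dsrA enrichment between the knockouts ranged from −0.35 to 0.0418 (without nudC KO −ADPRC replicate 1), dsrA with ADPRC in csdA KO from −0.16 to 0.0521 (without wt +ADPRC replicate 3), gcvB enrichment in csdA KO against wt from −0.13 to 0.10 and motR enrichment between the knockouts from −0.13 to 0.83. Of 5100 comparisons of 340 named results with 1 library left out, 4871 kept direction and call, 222 lost the call and 7 changed sign. In 3716 other comparisons 3530 kept both, 171 lost the call and 15 changed sign, and 24 were untested by the filter. No TPM alternative was run, since the values are coverage and FPKM. Depth may limit the weak RNAs, since the −ADPRC libraries held at most 0.525 M read equivalents outside rRNA and tRNA, but this was not tested.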

Other observations

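In csdA KO several of the RNAs with the smallest p were higher than in wt with ADPRC as well as without it. In the +ADPRC libraries lamB, the maltoporin gene, changed by 2.92 ± 0.16 relative to wt (41.6 to 320.0 read equivalents), malE, the maltose-binding protein gene, by 3.42 ± 0.22, mglB by 2.03 ± 0.13, cstA by 1.66 ± 0.11 and the aspartase gene aspA by 1.18 ± 0.09. The sRNAs cyaR and mcaS changed by 2.41 ± 0.14 and 2.57 ± 0.14. They were not tested as a group.

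The tests of this part were planned before their results were seen. Fimbrial and prophage genes have low −ADPRC levels, with medians of 1.54 and 5.03 against 16.4 for all genes. Among 10000 random lists matched on that level, the median enrichment of 43 fimbrial genes without a filter, 1.53, lay at percentile 100 (random median 0.66), and that of 27 prophage genes, 1.56, at percentile 99.99 (random median 0.51). The random genes were drawn singly, while genes of a unit are not independent, so these percentiles may be too high. Within that limit a low background with the filter on low values is argued against as the whole cause, and no biological explanation was tested.

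The RNA was fragmented before capture, so enriched genes may stand first in their transcription unit if the captured fragments are 5′ ends. Of 328 genes enriched in all 3 strains 204 (62.2%) had an upstream neighbour on the other strand or at least 100 bases away, against 1418 of 2605 others (54.4%), an odds ratio of 1.38 (1.08 to 1.76, Fisher exact p = 0.0080), and of 1.51 (1.17 to 1.94) stratified by −ADPRC level. Genes of a unit are not independent and start sites were not analysed here, so this stays open.

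In nudC KO and not in wt, 75 RNAs passed (15.5% of the union), and 133 when scaled to the library total. The count of 75 and its share are lower than the study's. The count of 133 is higher, but the union is larger under that scaling too, and its share is also lower than the study's. The direction of the count thus depends on the scaling, while the share was lower under both. In csdA KO alone 33 passed, against 16 with only the strains compared, 11 with a pseudocount of 4, 2 with a filter at a mean of 20, and, with a library left out, from 15 (csdA KO +ADPRC replicate 2) to 54 (csdA KO −ADPRC replicate 1). The count of 33 is higher than the study's, and several of the others are lower.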
